# Scavenger Receptor Class B, Type I, a CD36 Related Protein in* Macrobrachium nipponense*: Characterization, RNA Interference, and Expression Analysis with Different Dietary Lipid Sources

**DOI:** 10.1155/2016/6325927

**Published:** 2016-11-24

**Authors:** Zhili Ding, Na Luo, Youqin Kong, Jingfen Li, Yixiang Zhang, Fang Cao, Jinyun Ye

## Abstract

The scavenger receptor class B, type I (SR-BI), is a member of the CD36 superfamily comprising transmembrane proteins involved in mammalian and fish lipid homeostasis regulation. We hypothesize that this receptor plays an important role in* Macrobrachium nipponense* lipid metabolism. However, little attention has been paid to SR-BI in commercial crustaceans. In the present study, we report a cDNA encoding* M. nipponense* scavenger receptor class B, type I (designated as MnSR-BI), obtained from a hepatopancreas cDNA library. The complete MnSR-BI coding sequence was 1545 bp, encoding 514 amino acid peptides. The MnSR-BI primary structure consisted of a CD36 domain that contained two transmembrane regions at the N- and C-terminals of the protein. SR-BI mRNA expression was specifically detected in muscle, gill, ovum, intestine, hepatopancreas, stomach, and ovary tissues. Furthermore, its expression in the hepatopancreas was regulated by dietary lipid sources, with prawns fed soybean and linseed oils exhibiting higher expression levels. RNAi-based SR-BI silencing resulted in the suppression of its expression in the hepatopancreas and variation in the expression of lipid metabolism-related genes. This is the first report of SR-BI in freshwater prawns and provides the basis for further studies on SR-BI in crustaceans.

## 1. Introduction

Members of the CD36 scavenger receptor protein superfamily play important roles in regulating lipid metabolism and innate immunity [1]. The superfamily is composed of SR-BI (the scavenger receptor class B, type I), LIMP2 (lysosomal integral membrane protein 2), and CD36 [1]. SR-BI, LIMP2, and CD36 are designated as scavenger receptors class B (SR-Bs), based on the differences in ligand binding specificities with class A scavenger receptors [2]. In mammals, SR-Bs have two transmembrane domains flanking an extracellular loop, with both the amino- and carboxyl-termini located in the cytoplasm [1]. Earlier work has demonstrated that SR-BI can bind to a variety of ligands, such as unmodified low density lipoproteins (LDL), very low density lipoproteins, acetylated LDL, and oxidized LDL [2]. In vitro and in vivo studies have demonstrated that SR-BI is a physiologically relevant high density lipoprotein (HDL) receptor that mediates the selective uptake of lipoprotein (HDL)-derived cholesteryl ester [3–5]. In addition to its main role of facilitating selective cholesteryl ester uptake, SR-BI also regulates processes involved in cellular cholesterol homeostasis, bidirectional cholesterol flow, membrane lipid expression, female fertility (oocyte maturation), apoptosis, and platelet function [6].

SR-BI activity can be induced in rats by PPAR*α* [7], a ligand-activated transcription factor in lipid metabolism [8]. Likewise, activation of PPAR*α* and PPAR*γ* induces SR-BI protein levels in human macrophages in vitro and in atherosclerotic lesions of Apo-E-deficient mice in vivo [9]. Therefore, fatty acids, which are natural ligands for PPAR [10], can alter SR-BI expression. Increased hepatic SR-BI mRNA and protein levels have been observed in hamsters fed polyunsaturated fatty acids [11], while treatment with saturated fatty acids reduces hepatic SR-BI gene expression [12, 13].

Some studies have also reported the structure and function of SR-Bs in invertebrates. The CD36 homolog Croquemort, a class B member of the SR family, was first described in* Drosophila melanogaster* [14]. Croquemort can act both as an essential receptor for phagocytosis of apoptotic corpses [15] and as a phagocytic receptor for Gram-positive bacteria [16]. Croquemort orthologs have also been described in* Anopheles gambiae* [17] and* Marsupenaeus japonicus* [18]. MjSR-BI, the only SR-BI identified in shrimp to date, has been reported in* M. japonica* [19]. However, these studies only focused on the SR-B's immune function, and little attention has been paid to its involvement in lipid metabolism.

*Macrobrachium nipponense* is an important prawn in China, Japan, and Southeast Asian countries because of its flavor and disease resistance. Therefore, many lipid nutrition studies and preliminary regulatory mechanisms have been performed in* M. nipponense* [20, 21]. Considering the many functions of SR-BI, particularly its role in lipid homeostasis, we hypothesize that the receptor's expression is regulated by dietary lipid composition in* M. nipponense*. In this paper, a complete SR-BI coding sequence (cds) was obtained from the* M. nipponense* hepatopancreas transcriptome (NCBI GEO accession number: GSE78788). Its structural characteristics and mRNA expression patterns in different tissues were analyzed. We also analyzed the mRNA expressions of SR-BI and other lipid metabolism-related genes (fatty acid-binding protein 10 [FABP10], acyl-CoA binding protein [ACBP], carnitine palmitoyltransferase-1 [CPT-1], and acetyl-CoA carboxylase [ACC]) after SR-BI dsRNA injection in* M. nipponense* fed different sources of dietary lipids.

## 2. Materials and Methods

### 2.1. Experimental Animals, Feeding Trial, and Sample Preparation

Healthy juvenile prawns (0.124 ± 0.004 g) were randomly stocked in twenty 300 L tanks with 50 prawns per tank (five replicates per dietary group). Six semipurified diets with different lipid sources were formulated to feed the prawns. The six lipid sources were medium chain triglyceride (MCT) oil, lard oil (LO), soybean oil (SO), linseed oil (LIO), pollock fish oil (FO), and a mixture of fish and soybean oil (FO/SO 2 : 1 w/w). The formulation process was the same as previously described [22]. Fatty acid compositions of the diets were analyzed by gas chromatography (Hewlett-Packard Model HP 5890, CA, USA) as described previously [23], and the ingredients and fatty acid composition of these diets are shown in Tables 1 and 2, respectively. The prawns were exposed to a natural photoperiod and fed to apparent satiation twice a day for 56 days. Temperature, dissolved oxygen, and ammonia-nitrate were 27–29°C, >6.5 mg L^−1^, and <0.1 mg L^−1^, respectively. At the end of the feeding trial, all prawns were counted and survival rate [survival rate = 100 × (final prawn number)/(initial prawn number)] was obtained. And the hepatopancreases of six treatment groups were dissected from the cephalothorax and the abdomen and stored at −80°C for RNA extraction and analysis.

Healthy oriental river prawns* M. nipponense *were obtained from the aquatic product market, Huzhou, China. Tissues were collected from the prawns after having been maintained in aerated freshwater for 72 h. A variety of tissues including muscle, gill, ovum, ovary, intestine, ovary, hepatopancreas, heart, stomach, and hemocyte were collected and stored at −80°C for further study.

### 2.2. RNA Extraction and Reverse Transcription

RNA was extracted with an RNA extraction kit (Aidlab Biotech, Beijing, China) following the manufacturer's protocol. In the kit, there was a column to remove the genomic DNA, and the quality and quantity of the total RNA were determined by using a NanoDrop 1000 spectrophotometer (Hach, America). The cDNA was synthesized from 5 *μ*g of total RNA using the PrimeScript™ RT-PCR Kit (Takara, Japan) according to the manufacturer's instructions. The cDNA was kept at −20°C for real-time quantitative RT-PCR (qRT-PCR).

### 2.3. SR-BI Sequence Analysis

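Hepatopancreas, the digestive gland and lipid store of crustaceans, and muscle of the oriental river prawn were compared by RNA sequencing. Far more transcripts carried reads in the hepatopancreas library than in the muscle library. Of the 98560 listed transcripts, 87109 (88.4%) had counts in the hepatopancreas library and 48400 (49.1%) in the muscle library. A total of 39807 transcripts had counts in both libraries, 47302 in the hepatopancreas library alone, 8593 in the muscle library alone and 2858 in neither. The transcripts seen in the hepatopancreas library alone were short and low, with a median length of 298 bases and a median of 0.61 FPKM, and 74.3% of them stayed below 1 FPKM. Those seen in the muscle library alone were also short (median 281 bases) but higher, with a median of 2.59 FPKM and 22.7% below 1 FPKM. At or above 1 FPKM the 2 libraries held similar numbers of transcripts, 30761 in the hepatopancreas and 30095 in muscle, but at or above 10 FPKM the hepatopancreas held more, 3896 against 2802. Among transcripts of at least 1545 bases it also held more at or above 1 FPKM, 7290 against 4905. The FPKM totals differed, 919917 in the hepatopancreas and 640213 in muscle, so a given FPKM is a larger share of the muscle total. The numbers at or above each FPKM level were not recomputed after scaling, so the excess at these levels may partly reflect the scale. The muscle library was dominated by fewer transcripts. Its 10 most abundant transcripts held 41.5% of the estimated counts and its 100 most abundant held 77.6%, against 26.9% and 56.9% in the hepatopancreas library. Of the 100 most abundant transcripts of each library, 13 were shared. One transcript of 1303 bases was the most abundant in the hepatopancreas library, with 8.05% of its counts, and was also among the most abundant in muscle, with 2.98%.

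**Figure D1:**
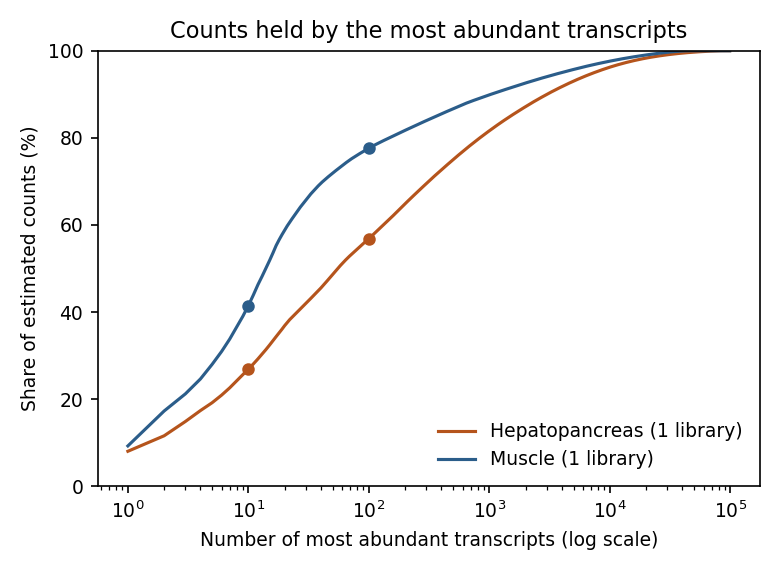
Share of the estimated counts (%) held by the most abundant transcripts, against the number of transcripts on a log scale, in the hepatopancreas and muscle libraries (1 library each, so no error bars). The points mark 10 transcripts (26.9% and 41.5%) and 100 transcripts (56.9% and 77.6%).

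One library was made from each tissue with an Illumina TruSeq RNA kit. The paper describes tissues taken from market prawns after 72 h in aerated freshwater, but does not say that the libraries came from them. The sample labels call the sequenced prawns juvenile. The paper's text gives that stage only for the prawns of the feeding trial and no stage for the market prawns. The authors deposited 1 table for both libraries, which gives for each assembled transcript its length, an estimated read count and an FPKM value (fragments scaled by transcript length and sequencing depth) in each library. The estimated counts summed to 99204205 in the hepatopancreas library and to 80492031 in the muscle library. They are not all whole numbers, so that some reads were divided between transcripts, and the IDs group the transcripts into 71231 assembly components, 11209 of which hold several sequences. The assembler, aligner and counting tool are not given in the sources used here. Counts were divided by the library total to give counts per 1000000 counts (CPM). With 1 library per tissue there is no replicate check, so the values describe these 2 libraries and no p-value is given for a difference between tissues. The table names transcripts only by assembly ID, without gene names or sequences, so the transcript that carries MnSR-BI is not named in it and no level of MnSR-BI is given here.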

Based on the homology to* Marsupenaeus japonicus* and other organisms, we identified the complete SR-BI cds in the* M. nipponense* hepatopancreas and muscle transcriptome libraries (NCBI GEO accession number GSE78788). The two primers SR-BI-F and SR-BI-R validated the SR-BI sequence from the cDNA library.

The searches for protein sequence similarities were conducted with the BLAST algorithm at the National Center for Biotechnology Information (http://www.ncbi.nlm.nih.gov/BLAST/). The protein prediction was performed in the ORF finder (http://www.ncbi.nlm.nih.gov/gorf/). Both the theoretical molecular mass and isoelectric point were predicted through a public website (http://us.expasy.org/tools). Signal sequence and motif prediction were carried out in SMART (http://smart.embl-heidelberg.de/).* M. nipponense* SPH deduced amino acid sequences and class B scavenger receptor amino acid sequences from other species were compared by multiple sequence alignment in ClustalX. A bootstrap neighbor-joining (NJ) phylogenetic tree was constructed with the amino acid sequences from members of the CD36 scavenger receptor protein superfamily retrieved from the NCBI website using MEGA version 4.0 (http://www.megasoftware.net/).

### 2.4. Analysis of SR-BI Gene Expression

SR-BI mRNA expression in different tissues was detected by SYBR® Green real-time quantitative RT-PCR (qRT-PCR). The first-strand cDNA preparation was as described above. A predicted SR-BI PCR amplicon of 186 bp was generated using the gene-specific primer pair SR-BI-F1 and SR-BI-R1 (Table 1). The primers*β*-actin-F and*β*-actin-R (Table 1) were used to amplify the 247 bp fragment that served as an internal control gene [24].

The SYBR Premix Ex Taq™ Kit (Takara) was used for real-time quantitative RT-PCR (qRT-PCR) analysis in a CFX96™ Real-Time System (Bio-Rad, USA). Amplifications were performed on a 96-well plate with a 20 *μ*L reaction volume containing 10 *μ*L 2x SYBR Green Premix Ex Taq, 0.2 *μ*L of each primer (10 *μ*M), 2 *μ*L template, and 7.6 *μ*L PCR grade water. The PCR temperature profile was as follows: 95°C for 30 s followed by 40 cycles of 94°C for 15 s, 58°C for 20 s, and 72°C for 20 s, with a 0.5°C/5 s incremental increase from 60 to 95°C. 2^−ΔΔCt^ comparative CT method [25] was used to analyze the expression level of these genes, where*β-*actin was used as reference gene to normalize the expression data.

### 2.5. dsRNA Synthesis and Injection

Either MnSR-BI dsRNA or green fluorescent protein (GFP) was synthesized in vitro with a Transcript Aid™ T7 High Yield Transcription Kit (Thermo Scientific, Inc., Massachusetts, USA) according to the manufacturer's instructions. Briefly, a PCR fragment containing an MnSR-BI (343 bp) open-reading frame was amplified using gene-specific primers. The 280 bp GFP control fragment was produced by PCR of the pEGFP-C1 plasmid.

The MnSR-BI and GFP primers containing a T7 promoter site at the 5′ ends of the gene-specific primers are shown in Table 3. To generate dsRNA, PCR products purified by gel extraction (Sangon, Shanghai, China) were used as templates for in vitro transcription with a Transcript Aid T7 High Yield Transcription Kit. The dsRNA was purified by ethanol precipitation and dissolved in RNase-free water. dsRNA purity and integrity were determined by standard agarose gel electrophoresis. The dsRNA concentration was measured at 260 nm using a BioPhotometer (Eppendorf, Hamburg, Germany) and then kept at −20°C until required. For the dsRNA injection test, there were two treatments in every diet group. Briefly, 100 *μ*g of MnSR-BI or GFP (control) dsRNA was dissolved in 100 *μ*L saline (0.87% (w/v), pH 7.0). Individual prawns were injected with either 10 *μ*g MnSR-BI (*n* = 10) or GFP (*n* = 10) dsRNA from the* M. nipponense* abdominal body cavity. The injection time was performed at the end of the feeding trial.

### 2.6. SR-BI and Related Gene Expression after dsRNA Injection

At 48 and 96 h after dsRNA injection, the prawn hepatopancreases were dissected and stored at −80°C for RNA extraction and analysis. The SR-BI mRNA expression in both treatments in every diet group was detected by qRT-PCR 48 and 96 h after dsRNA injection. SR-BI can bind to a variety of ligands, such as LDL, acetylated LDL, oxidized LDL, and HDL [2–5]. The SR-BI of* M. nipponense* had a CD36 domain (Figure 1). As we all know, CD36 plays a role in long chain fatty acid transport and uptake in mitochondria [26]. Furthermore, no CD36 nucleotide was present in the* M. nipponense* hepatopancreas and muscle transcriptome libraries (NCBI GEO accession number GSE78788). 

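The depth of the 2 libraries sets how low a transcript of the assembly could lie and still leave reads. In the hepatopancreas library, with 99204205 estimated counts, a transcript with no reads may still be present at up to 0.0302 CPM, the level of 3 counts. In the muscle library, with 80492031 estimated counts, this limit was 0.0373 CPM. For a transcript of 1545 bases, the coding length of MnSR-BI, the same 3 counts came to 0.0192 FPKM in the hepatopancreas and 0.0241 FPKM in muscle. These limits cover counting error only and hold for a transcript that is in the assembly. An assembled CD36 could be found by its sequence whatever its count, and a CD36 RNA with more reads may not have been assembled. So 3 counts set no upper limit for CD36 in either case. Most listed transcripts of at least 1545 bases lay far above 3 counts, with a median of 624 counts summed over the 2 libraries, but some did not. Of these 12966 transcripts, 704 had no counts in either library. The 5th percentile of the summed count was 144 for those with counts in both libraries, 6.86 for those with counts in the hepatopancreas library alone and 2.74 for those with counts in the muscle library alone. Reads divided between the sequences of a component may leave a long sequence with few or no counts, and the 12966 lay in 6078 components. Counts summed per component were not examined for this length, so these low values do not show how few reads an assembled transcript needs. Short transcripts rested on few reads, with a median summed count of 11.8 for those of 201 to 299 bases. The deposited table gives assembly IDs without gene names or sequences, so the search for CD36 itself was not repeated here. The paper draws on this absence, the CD36 domain of MnSR-BI, the many ligands of SR-BI and the part of CD36 in fatty acid transport. From these it proposes that MnSR-BI is multifunctional and may have a role in fatty acid transport.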

So we hypothesize that SR-BI of* M. nipponense* is a multifunctional protein and may have an important role in fatty acid transport. If SR-BI was silenced, the genes involved in fatty acid*β*-oxidation and fatty acid biosynthesis may take some change, the same as genes involved in intracellular transport of fatty acids. In this paper, Cpt-1 and ACC are the key genes involved in fatty acid*β*-oxidation and fatty acid biosynthesis, respectively [27, 28]. FABP10 and ACBP are related to intracellular fatty acids metabolism, which can bind intracellular fatty acid and acyl-CoAs, respectively [29, 30]. Therefore, the related lipid metabolism genes (FABP10, ACBP, CPT-1, and ACC) were also detected by qRT-PCR 48 h after dsRNA injection. Gene-specific primers were designed with Primer3 (http://primer3.ut.ee/) [31], based on the cDNA sequences in GenBank (FABP10: JN995589; ACBP: KF896234; CPT-1: KP690136; ACC: KP690138) (Table 3).

### 2.7. Statistical Analysis

Statistical analysis was performed in SPSS (Version 17.0, IBM SPSS, Chicago, IL, USA). All data are given as means ± standard deviation (SD). The results of relative SR-BI gene mRNA expression and related lipid metabolism gene expression after dsRNA injection were subjected to* t*-tests, while the other results were determined by one-way ANOVA and post hoc Tukey's multiple comparisons. *P* values < 0.05 were considered significant.

## 3. Results

### 3.1. Molecular Characterization and Phylogenetic Analysis of SR-BI

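A transcript that carries the whole MnSR-BI coding sequence has to be at least 1545 bases long. Of the 98560 listed transcripts, 12966 reached that length, and they belonged to 6078 assembly components. Counts were found for 11327 of them (87.4%) in the hepatopancreas library and for 8431 (65.0%) in the muscle library. A total of 7496 had counts in both libraries, 3831 in the hepatopancreas library alone and 935 in the muscle library alone. At or above 1 FPKM there were 7290 in the hepatopancreas and 4905 in muscle. By a fixed rule of size, an at least 4-fold difference in CPM with a pseudocount of 1 and at least 10 CPM in the higher library, 1974 of these long transcripts were higher in the hepatopancreas and 958 in muscle. There is 1 library per tissue, so these counts carry no test. Most listed transcripts were far shorter, with a median of 381 bases and a range from 201 to 26613 bases. The N50 was 1496 bases, a length such that transcripts this long or longer hold 50% of all listed bases. The table names no genes, so MnSR-BI was not singled out among these transcripts.

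**Figure D2:**
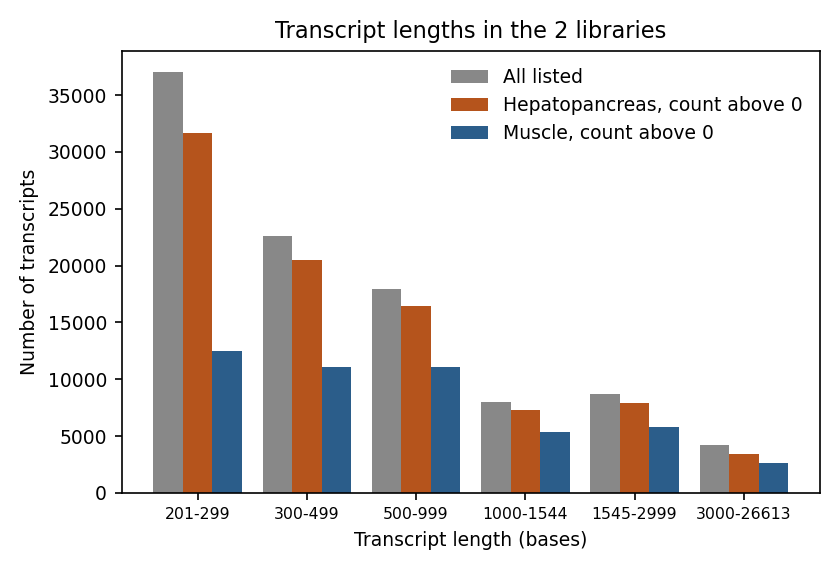
Number of transcripts (vertical axis) by length in bases (horizontal axis), for all listed transcripts and for those with a count above 0 in the hepatopancreas or muscle library (1 library each, so no error bars). In the 201 to 299 base class 31660 transcripts had counts in the hepatopancreas and 12472 in muscle, while at 1545 to 2999 bases the numbers were 7878 and 5814.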

The complete MnSR-BI coding sequence (cds) was 1545 bp (KP690136). Analysis of the deduced MnSR-BI protein sequence revealed that it was composed of 514 amino acids with a predicted molecular mass of 58.22 kDa and an isoelectric point of 4.81. The MnSR-BI had a CD36 domain that contained two transmembrane regions at the N- (started at position 7 and ended at position 29) and C-terminals (started at position 478 and ended at position 500) of the protein (Figure 1). The NCBI BLASTP program revealed that the predicted MnSR-BI amino acid sequence exhibited 41% identity with* M. japonicus*  SR-BI (AKO62849.1), 35% with an SR-B-like protein in* Mimachlamys nobilis* (AJM13625.1), 35% with* Sinocyclocheilus grahami* LIMP (XP_016108260.1), and 34% with the* Oncorhynchus mykiss* CD36 antigen (NP_001117983.1). A 13 aa's (amino acids) motif that is conserved in these proteins “P I/V Y I/L S F/L P H F Y/L L A D/S” was identified (Figure 2).

A phylogenetic tree was constructed based on the NJ analysis (Figure 3). Phylogenetic analysis of available scavenger receptor amino acid sequences revealed that the SR-Bs divided into two groups. Scavenger receptor class B, type I, LIMP2, and CD36 formed one group, while the scavenger receptor Croquemort formed another. MnSR-BI was more closely related to* M. japonicus*  SR-BI.

### 3.2. SR-BI mRNA Distribution in Tissues

The MnSR-BI tissue distribution pattern was analyzed by qRT-PCR, which revealed that it was predominantly expressed in the muscle, gill, ovum, intestine, hepatopancreas, stomach, and ovary tissues (Figure 4). MnFABP expression was very low in the hemocytes and heart. However, its expression was significantly higher in the hepatopancreas than in other tissues, being almost 49.17- and 13.32-fold greater compared with that in the muscle and intestine, respectively.

### 3.3. SR-BI Expression in Response to Dietary Lipid Sources

Prawn survival rate (72%–80%) was not affected by the dietary lipid sources. The prawns fed LIO and SO had higher MnSR-BI expression levels in the hepatopancreas than the prawns fed other diets (*P* < 0.05). No significant difference in MnSR-BI expression in the hepatopancreas was observed among the MCT, LO, FO, and FO/SO groups (Figure 5).

### 3.4. SR-BI and Other Lipid Metabolism-Related Gene Expressions after dsRNA Injection

The MnSR-BI gene was examined by real-time qRT-PCR to determine the validity of RNA interference (Figure 6). MnSR-BI expression in prawns injected with MnSR-BI dsRNA at 48 h decreased significantly compared with that of prawns injected with GFP dsRNA (*P* < 0.05). MnSR-BI expression in prawns from the MCT, SO, and LIO groups injected with MnSR-BI dsRNA at 96 h was also significantly higher than that of prawns injected with GFP dsRNA. No significant difference in MnSR-BI expression was observed between MnSR-BI and GFP dsRNA in the LO, FO, and FO/SO diet groups at 96 h.

CPT1 mRNA expression in prawns injected with MnSR-BI dsRNA at 48 h increased significantly compared to that of prawns injected with GFP dsRNA in the six dietary lipid sources treatments (*P* < 0.05) (Figure 7). Similar results were observed for ACBP mRNA expression in prawns from all groups. FABP10 expression in prawns injected with MnSR-BI dsRNA at 48 h was also significantly higher than that of prawns injected with GFP dsRNA, except for the LO group (*P* < 0.05). However, ACC expression in prawns on the LO, SO, LIO, and FO/SO diets injected with MnSR-BI dsRNA at 48 h decreased significantly compared to the control (*P* < 0.05), and no significant difference was observed between the MCT and FO diet treatments.

## 4. Discussion

In this study, we characterized the structure and expression profile of an SR-BI from* M. nipponense*. Structurally, MnSR-BI has a CD36 domain that contains two transmembrane regions at the N- and C-terminals of the protein, which is consistent with* M. japonica* SR-BI [19]. The scavenger receptor transmembrane proteins participate in the recognition of a broad range of polyanionic ligands, including modified and oxidized low density lipoproteins, bacteria, and apoptotic cells [32]. The ClustalX alignment of MnSR-BI and other SR-B sequences revealed relatively low conservation in the SR-B family (34–41%). Of particular interest was the 13 aa's (amino acids) motif in these proteins “P I/V Y I/L S F/L P H F Y/L L A D/S,” which is conserved among all the members of the CD36 superfamily [33]. Phylogenetic analysis of SR-Bs from representative animals produced the NJ-phylogenetic tree containing two distinct branches. Scavenger receptor class B, type I, LIMP2, and CD36 formed one branch, while the scavenger receptor Croquemort formed the other. MnSR-BI and* M. japonicus*  SR-BI exhibited the same branch pattern, indicating that of the species examined MnSR-BI is the closest to the* M. japonicus*  SR-BI. The conserved domain and similarity with other SR-Bs suggest that MnSR-BI is a member of the CD36 scavenger receptor superfamily.

By means of qRT-PCR analysis, MnSR-BI transcripts were detected in most of the organs examined, while traces were detected in the hemocytes and heart. The strong expression observed in the hepatopancreas was similar to that reported in rat studies [34, 35]. In the liver, SR-BI is mainly expressed in parenchymal cells (hepatocytes), which account for >90% of liver mass [35]. Thus, the liver expresses the highest amount of SR-BI on an organ basis [36]. Interestingly, numerous reports have shown abundant SR-BI expression in mammalian ovaries [34, 37]. In the present study, we also observed SR-BI expression in the* M. nipponense* ovum and ovary. Krieger [38] suggests that SR-BI is expressed at high levels by steroidogenic tissues and the liver, in which it seems to have important functions in selective uptake of cholesterol from HDL and in mediating reverse cholesterol transport. As we all know, the hepatopancreas is the main lipid storage and processing organ in crustaceans [39]. So it is not surprising that the SR-BI is mainly expressed in hepatopancreas of this prawn.

In vertebrates, the scavenger receptor CD36 domain binds to oxidized LDL, modified LDL, long chain fatty acids, and anionic phospholipids [40]. The presence of a CD36 domain in MnSR-BI suggests that it could be acting as a scavenger receptor for either one or several of these molecules [18]. In this study we used qRT-PCR to examine the nutritional regulation of SR-BI. The prawns fed SO and LIO had increased SR-BI expression levels compared with prawns fed other diets, which suggests that dietary fatty acids play a major role in regulating hepatopancreatic MnSR-BI expression in* M. nipponense*. It has been demonstrated that dietary fatty acids can regulate plasma lipoprotein concentrations [41]. High levels of polyunsaturated fatty acids may also lower plasma HDL cholesterol concentrations [42, 43]. Considering the main role of SR-BI in regulating cellular cholesterol concentrations, SO and LIO, which are rich in 18C polyunsaturated fatty acids (linoleic acid and *α*-linolenic acid, resp.), might have a stronger effect on hepatopancreatic cholesteryl ester uptake than other saturated (MCT and LO) and n-3 highly unsaturated fatty acids (FO and FO/SO) in the* M. nipponense* hepatopancreas. Spady et al. [11] have also shown that, in hamsters, a diet rich in polyunsaturated fatty acids increases SR-BI expression compared to a diet rich in saturated fatty acids. The SR-BI activity is induced by the PPAR*α* in rats [7]. Fatty acids are natural ligands for PPAR [10], which may activate PPAR*α* and induce SR-BI expression. However, the exact mechanism whereby dietary fatty acids regulate hepatopancreatic SR-BI expression is unknown. Loison et al. [12] demonstrated that myristic acid could regulate HDL cholesterol via SR-BI by a mechanism that implicates either SREBP or other transcription factors in the hamster.

RNAi-based silencing of MnSR-BI resulted in a significant decrease in MnSR-BI compared with that of prawns injected with GFP dsRNA at 48 h. Thereafter, an increase in CPT1, FABP10, and ACBP mRNA expression was observed. Carnitine palmitoyltransferase 1 (CPT1) is considered the key regulatory enzyme in mitochondrial fatty acid *β*-oxidation [27]. FABPs are involved in intracellular fatty acid uptake and transport [29]. The basic liver-type FABP (Lb-FABP or FABP10) was one of the FABPs first isolated from chicken liver [44]. ACBP can maintain intracellular acyl-CoA pool size and transport acyl-CoAs between different subcellular membranes [30]. The increase in CPT1, FABP10, and ACBP mRNA expression suggests that upregulation of mitochondrial fatty acid oxidation and fatty acid transport and uptake might compensate for decreased SR-BI expression. ACC is a rate-limiting enzyme that catalyzes the carboxylation of acetyl-CoA to form malonyl-CoA, the first step in the long chain fatty acid biosynthesis pathway [28]. Conversely, we saw a significant decrease in ACC expression in the* M. nipponense* hepatopancreas. Based on the present results, it seems that there is an association between SR-BI and CPT1, FABP10, ACBP, and ACC expression. Whether there are signaling mechanisms upstream or downstream of SR-BI affecting the expression of lipid metabolism-related genes in* M. nipponense* requires further investigation.

## Figures and Tables

**Figure 1:**
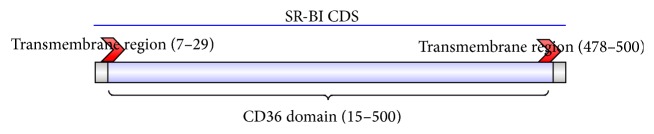
A schematic representation of the MnSR-BI protein complete CDS (514 amino acids), the blue part representing the CD36 domain, and the two transmembrane regions were at the N- and C-terminals of the protein.

**Figure 2:**
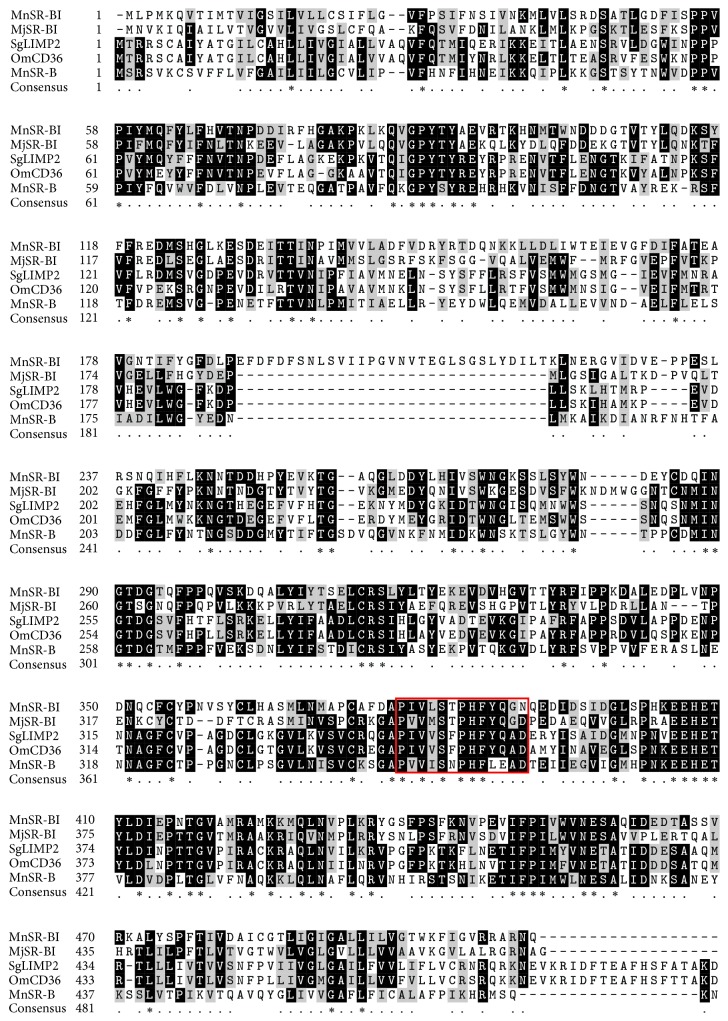
Multiple alignments of class B scavenger receptors. Species names are abbreviated on the left and represent* Macrobrachium nipponense* scavenger receptor class B, type I (MnSR-BI) [ALK82306];* Marsupenaeus japonicus* scavenger receptor class B, type I (MjSR-BI) [AKO62849.1];* Sinocyclocheilus grahami* lysosome membrane protein 2- (SgLIMP2-) like [XP_016108260.1];* Oncorhynchus mykiss* CD36 antigen (OmCD36) [NP_001117983.1]; and* Mimachlamys nobilis* scavenger receptor class B- (MnSR-B-) like protein [AJM13625.1]. Identical residues are shaded black, while conserved groups are gray. A 13-amino acid motif present in members of the CD36 superfamily is highlighted by the red box.

**Figure 3:**
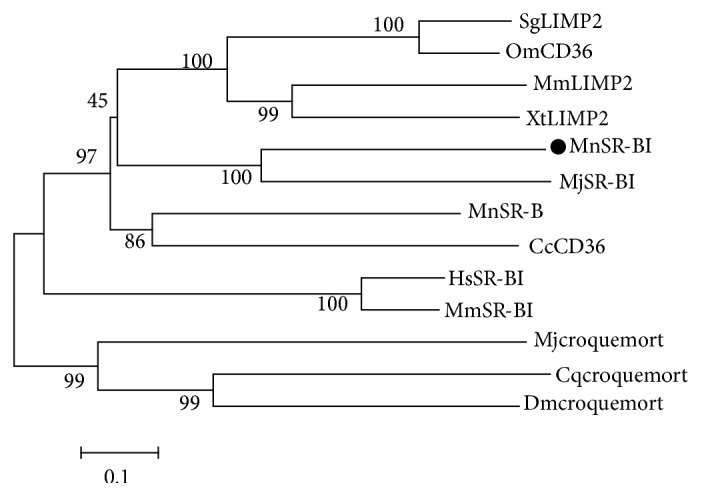
Phylogenetic tree inferred from arthropod PPAFs amino acid sequences. Species names are abbreviated in the tree to represent* Culex quinquefasciatus* Croquemort (Cqcroquemort) [XP_001844488];* Cyprinus carpio* CD36 (CcCD36) [AIT69834];* Drosophila melanogaster* Croquemort (Dmcroquemort) [NP_787957];* Homo sapiens* scavenger receptor class B member 1 (HsSR-BI) isoform [NP_005496];* Macrobrachium nipponense* scavenger receptor class B, type I (MnSR-BI) [ALK82306];* Marsupenaeus japonicus* croquemort (Mjcroquemort) [BAJ10664];* Marsupenaeus japonicus* scavenger receptor class B (MjSR-BI) [AKO62849];* Mimachlamys nobilis* scavenger receptor class B (MnSR-B-) like protein [AJM13625];* Mus musculus* scavenger receptor class B member 1 (MmSR-BI) isoform 1 [NP_058021];* Mus musculus* lysosome membrane protein 2 (MmLIMP2) [NP_031670];* Oncorhynchus mykiss* CD36 antigen (OmCD36) [NP_001117983];* Sinocyclocheilus grahami *lysosome membrane protein 2- (SgLIMP2-) like [XP_016108260];* Xenopus tropicalis* lysosome membrane protein 2 (XtLIMP2) [NP_001016557].

**Figure 4:**
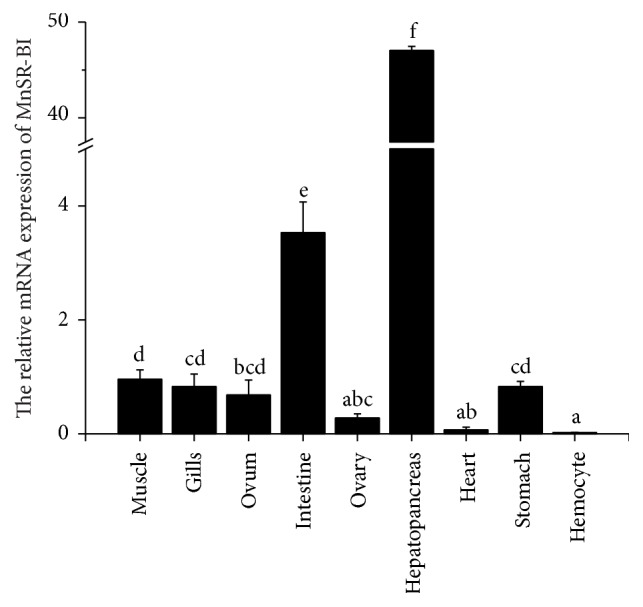
MnSR-BI expression tissue distribution as determined by real-time qRT-PCR. Values are shown as mean ± SD (*n* = 3). Bars with different letters represent significant differences (*P* < 0.05).

**Figure 5:**
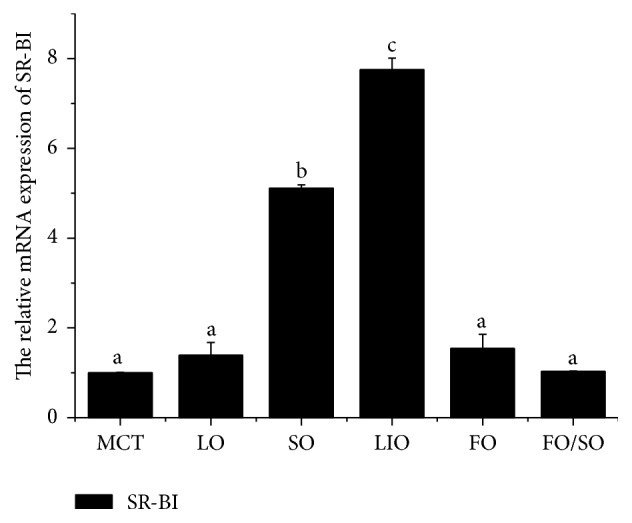
MnSR-BI mRNA expression in the hepatopancreas of* M. nipponense* fed different dietary lipid sources for 56 days. Bars represent mean ± SD (*n* = 3). Bars with different letters differ significantly (*P* < 0.05).

**Figure 6:**
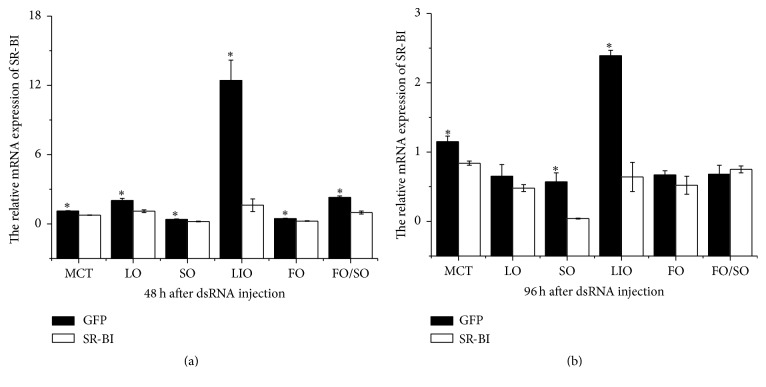
Real-time quantitative PCR analysis of the MnSR-BI transcript expression in the hepatopancreas of* M. nipponense* injected with either MnSR-BI or GFP dsRNA. Samples were obtained 48 h (a) and 96 h (b) after dsRNA injection and analyzed by real-time qRT-PCR. Bars indicate mean ± SD (*n* = 3). ^*∗*^ *P* < 0.05.

**Figure 7:**
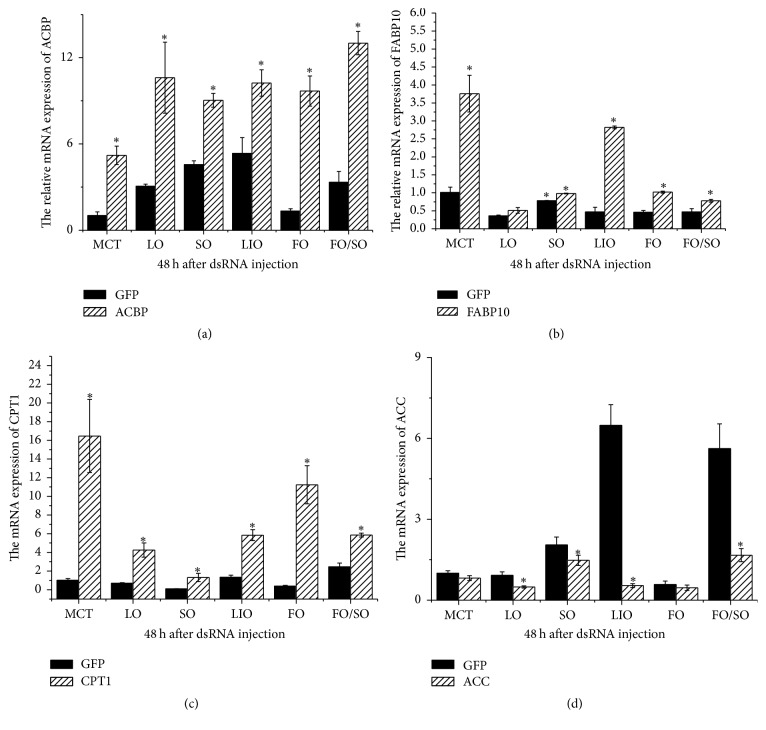
Real-time quantitative PCR analysis of ACBP (a), FABP10 (b), CPT1 (c), and ACC (d) transcript expressions in the hepatopancreas of* M. nipponense* injected with either MnSR-BI or GFP dsRNA at 48 h. Bars indicate mean ± SD (*n* = 3). ^*∗*^ *P* < 0.05.

**Table 1:** Ingredient composition and nutrient content of the test diets (%).

Ingredients (%)	Test diets					
	MCT	LO	SO	LIO	FO	FO/SO
Casein	30	30	30	30	30	30
Fish meal	20	20	20	20	20	20
Corn starch	25	25	25	25	25	25
^a^Lipids	6	6	6	6	6	6
Attractant	3	3	3	3	3	3
Soybean lecithin	0.5	0.5	0.5	0.5	0.5	0.5
Choline chloride	0.5	0.5	0.5	0.5	0.5	0.5
^b^Mineral mixture	3	3	3	3	3	3
^c^Vitamin mixture	2	2	2	2	2	2
Cellulose	8	8	8	8	8	8
Sodium carboxymethylcellulose	2	8	8	8	8	8
Proximate composition (air dry matter)						
Crude protein	40.12	40.02	39.92	39.75	40.05	39.89
Crude lipid	8.21	8.23	8.34	8.25	8.36	8.12

^a^ Six oil sources including medium chain triglyceride oil (MCT), lard oil (LO), soybean oil (SO), linseed oil (LIO), fish oil (FO), or a mixture of 2 to 1 ratios of fish oil and soybean oil (FO/SO) were used.

^b^ Vitamin mixture (100 g^−1^ mixture): vitamin A, 420000 IU; vitamin C, 6000 mg; *α*-tocopherol acetate, 2000 mg; vitamin D3, 120000 IU; vitamin K, 1000 mg; vitamin B1, 1000 mg; vitamin B2, 1000 mg; vitamin B6, 1600 mg; vitamin B12, 2 mg; niacin, 5000 mg; folic acid, 400 mg; inositol, 6000 mg; biotin, 10 mg; calcium pantothenic, 3500 mg.

^c^ mineral mixture (mg g^−1^ mixture): KCL, 28; MgSO_4_·7H_2_O, 100; NaH_2_PO_4_, 215; KH_2_PO_4_ 100; Ca(H_2_PO_4_)_2_·H_2_O, 265; CaCO_3_, 105; C_6_H_10_CaO_6_·5H_2_O, 165; FeC_6_H_5_O_7_·5H_2_O, 12; ZnSO_4_·7H_2_O, 4.76; MnSO_4_·H_2_O, 1.07; AlCL_3_·6H_2_O, 0.15; CuCl_2_·2H_2_O, 0.24; CoCl_2_·6H_2_O, 1.4; KI,0.23; Na_2_SeO_3_ 0.0009.

**Table 2:** Main fatty acid composition (% of total fatty acids) of experimental diets.

Fatty acids	Test diets					
	MCT	LO	SO	LIO	FO	FO/SO
8:0	34.65	0.15	—	—	—	—
10:0	43.45	37.17	—	—	—	—
14:0	1.25	1.22	0.58	0.73	4.73	3.17
16:0	7.69	22.07	12.69	9.63	19.62	17.04
18:0	2.29	14.03	5.28	6.29	5.38	5.28
∑SFA	82.54	38.45	19.61	17.41	31.95	27.34
16:1n-7	1.28	1.88	—	0.82	5.45	3.77
18:1n-9	5.93	38.89	22.36	19.39	17.25	18.91
∑MUFA	7.65	42.09	22.91	20.33	26.34	25.15
18:2n-6	2.79	13.47	45.32	14.05	12.04	23.82
20:4n-6	0.40	0.47	0.28	0.29	1.15	0.80
∑n-6 PUFA	3.19	14.02	45.94	14.34	13.42	24.90
18:3n-3	0.67	0.83	6.60	43.45	5.27	5.14
20:5n-3	1.67	1.22	1.21	1.28	9.30	6.82
22:6n-3	3.83	2.85	2.69	2.83	12.47	9.42
∑n-3 PUFA	6.53	5.32	10.72	47.98	28.02	22.40

Data are mean of duplicate assay. Only the major fatty acids are shown in the table, and the detected fatty acids include C14:0, C15:0, C16:0, C17:0, C18:0, C14:1, C16:1, C17:1, C18:1n-9, C20:1n-9, C22:1n-9, C24:1n-9; C20:2, C22:2, C18:2n-6, C18:3n-3, C18:3n-6, C20:4n-6, C20:5n-3, C22:5n-3, and C22:6n-3. ∑SFA is the sum of saturated fatty acids. ∑MUFA is the sum of monounsaturated fatty acids. ∑PUFA is the sum of polyunsaturated fatty acids. ∑n-6 PUFA is the sum of n-6 polyunsaturated fatty acids. ∑n-3 PUFA is the sum of n-3 polyunsaturated fatty acids.

**Table 3:** Primers used in this study.

Name	Sequence (5′-3′)
MnSR-BI-F	GAGAAAGAGGTAGATGTCCAC
MnSR-BI-R	CGTGAATGGAGAATAGAGAGC
MnSR-BI-F1	TGCAGTTCTACCTCTTTCAC
MnSR-BI-R1	TGTCCTCCCTGAAGAAGTAA
dsMnSR-BI-F	TAATACGTCACTATAGGG ACTTTGCAGTATCTTCCTGG
dsMnSR-BI-R	TAATACGTCACTATAGGG GATCTCATCAGACTCCTTCAG
dsGFP-F	TAATACGTCACTATAGGG CACATGAAGCAGCACGACTTC
dsGFP-R	TAATACGTCACTATAGGG TGTGGCGGATCTTGAAGTTCA
FABP10-F	CCAAGCCAACTCTGGAAGTC
FABP10-R	GATCTCAACGCTGGCTTCTC
ACBP-F	CCTAATGATGAGGAGCTG
ACBP-R	GTTGCAATCTCCTACAGTT
CPT1-F	AATTTTTGACTGGCTTCTCC
CPT1-R	TCCATTCTGGAAATCATCTG
ACC-F	CAAGGTCCACTACATGGTCT
ACC-R	ACTCTTCCCAAACTCTCTCC
*β*-Actin-F	GTGCCCATCTACGAGGGTTA
*β*-Actin-R	CGTCAGGGAGCTCGTAAGAC

How the deposited data were processed for this re-analysis (not part of the article)

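RNA sequencing was done on 2 tissues of oriental river prawns (juvenile by the sample labels), hepatopancreas and muscle, with 1 library per tissue. The qRT-PCR, dietary and RNA interference experiments of the paper have no data among the files used here, and no values are given for them.

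The authors deposited 1 table with a row for each of 98560 assembled transcripts. It holds the transcript's length, an estimated count in each library, an FPKM value in each library, and p-values with false discovery rates for the comparison of the 2 libraries. The assembler, aligner, counting tool and test behind these columns are not given in the sources used here. The deposited estimated counts are not normalized, and 65.2% of those above 0 in the hepatopancreas and 72.4% in muscle are whole numbers (to within 1e-09). The scale of the deposited FPKM values was recovered from the ratio of count to FPKM, by a straight line against length over transcripts above 5 FPKM and longer than 300 bases (6360 in the hepatopancreas and 5471 in muscle). The authors' FPKM values divide by a transcript length shortened by 74.0 bases and by 106450819 reads in the hepatopancreas and 84492886 in muscle. The listed counts make up 93.2% and 95.3% of those totals. The deposited p-values are the same in both directions of comparison and are left empty for the 3065 transcripts listed at 0 FPKM in both libraries.

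Estimated counts, as deposited, were divided by the library totals of 99204205 in the hepatopancreas and 80492031 in muscle to give CPM. With 1 library per tissue, no test between tissues was made. A transcript was called higher in one tissue by a rule of size fixed before the data were examined, a log2 ratio of at least 2 on log2(CPM + 1) and at least 10 CPM in the higher library. A fold on this scale understates the change of low transcripts. On counts simulated from the means of all 98560 transcripts at these depths, the rule found 200 of 200 transcripts changed 8-fold and 200 of 200 changed 16-fold (a 2-fold change lies below the rule's limit). The changed transcripts were drawn only from those with means well above 10 CPM, where changes of this size must pass the rule. Recovery at lower levels was not simulated, and the called transcripts had median levels of 30.8 CPM in the hepatopancreas and 28.4 CPM in muscle. The simulation covers counting error only, not differences between animals or preparations. Intervals are exact Poisson intervals at 95% and cover counting error only, as do the limits that 3 counts set. Reads divided between similar sequences of one component make single sequences uncertain, so counts were also summed over the 71231 components.

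The rule for named transcripts allowed at most 2 IDs per tissue where the table carried no gene names, those with the highest CPM among transcripts that met the rule of size. None of the assembly IDs matched the reference gene table of the species (0 matches), so the 19 gene lists drawn up beforehand, the levels of MnSR-BI and of the lipid metabolism genes, and the count of CD36 superfamily names were not computed. Alternatives covered the pseudocount, the minimum level, the size of the ratio, the scaling between libraries, sums per component, the deposited FPKM values and the authors' own calls. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.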

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

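The tests on reads in the other library, on low-level transcripts, on equal levels in both tissues and on the authors' p-values were chosen after the values had been seen. From these 2 libraries the paper reports the MnSR-BI coding sequence and the absence of CD36, and it does not report how other transcripts differed between them. Of the listed transcripts, 47302 transcripts had counts in the hepatopancreas library and none in muscle, 8593 had counts in muscle and none in the hepatopancreas, and by the rule of size 3130 were higher in the hepatopancreas and 1540 in muscle.

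The first pattern is the larger number of transcripts with counts in the hepatopancreas library, 1.80 times as many as in muscle with whole counts. Thinning it to the muscle total left 1.80 times as many (86607 against 48216) and making the counts outside the 100 most abundant transcripts equal left 1.75 times as many (84567), but these tests, fixed before their values were seen, decide nothing on depth or on the few transcripts that take most of the muscle counts, because thinning takes hardly any listed transcript to 0. With equal levels in both tissues, sampling given the summed counts would leave 1174 transcripts in the hepatopancreas library alone (2.48% of the 47302), or 3017 (6.38%) with equal levels outside the 100 most abundant, so sampling alone does not give the pattern, although depth may still add to true differences. Over all lengths the ratio was 1.02 at or above 1 FPKM, so by number most of the excess lay below that level, but it was 1.39 at or above 10 FPKM. Among transcripts of at least 1545 bases it was 1.34 for counts above 0 and 1.49 at or above 1 FPKM. Levels below 1 FPKM therefore do not account for the excess of long transcripts on this scale. Outside the 100 most abundant transcripts, 18011767 counts were left in muscle against 42779505 in the hepatopancreas. A given FPKM may thus be harder to reach in muscle, and these ratios were not recomputed after scaling. A wider range of expressed genes in this tissue, unspliced RNA or other organisms in the digestive gland may each contribute, and these hypotheses were not tested.

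The second pattern is a shared low level of the most abundant hepatopancreas transcripts in the muscle library, where for 21 transcripts higher in the hepatopancreas by the rule of size, without other sequences in their component and with at least 300000 hepatopancreas counts, the muscle count was 0.00528% to 0.0219% of the hepatopancreas count (median 0.0137%), and the quartiles lay 1.37-fold apart. For 58 of at least 100000 counts the median was 0.0139%, with 38 of them within 2 times of it and quartiles 2.20-fold apart, but for 394 of at least 10000 counts the quartiles were 343-fold apart (median 0.0400%), so the spread, measured on the transcripts that drew attention to it, does not decide on separate muscle expression of each. Of 336 with at least 10000 and under 100000 counts, 27 had no muscle counts, where a constant share of 0.0137% alone would leave 28.1 (SD 4.86), which does not decide on hepatopancreas RNA or reads in the muscle library, since many of the 336 had a higher share (median 0.110%). In the other direction, 17 muscle transcripts of at least 300000 counts had 0.0434% to 2.12% of their count in the hepatopancreas library, with quartiles 5.44-fold apart. Tissue carried over at dissection and reads assigned to the wrong library could each give such a share, and the design does not separate them.

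The third pattern is that the p-values in the authors' deposited table do not follow the number of reads. A chi-square test on the FPKM values, with the FPKM totals of 919917 and 640213 as library sizes, returned 100% of the 95495 deposited p-values within 0.0001, and the same test on the estimated counts returned 3.07%. A candidate explanation is therefore that FPKM values were entered as counts. The 3.07% argue against a test of this kind on the estimated counts. Against 0 FPKM, the smallest value with a false discovery rate under 0.05 in the authors' deposited table was 6.33 FPKM in muscle and 13.08 in the hepatopancreas. Of 6408 transcripts with at least 100 hepatopancreas counts and 0 in muscle, 682 were under 0.05 there, and one of 9783 counts against 0 was not, while of 2218 with at least 100 muscle counts and 0 in the hepatopancreas, 942 were.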

How the results depend on the processing

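The FPKM versions of the rule of size, the shares, the named ratios and the 49.17-fold count, the median scaling of that count and its choices by either library and by reachable level, the thinning as a setting, components by their longest sequence and the test on estimated counts were added after the data had been seen. The 3130 transcripts higher in the hepatopancreas and 1540 higher in muscle became 5678 and 2942 with no minimum level and also with a minimum of 1 CPM, since the pseudocount already sets a higher limit. The authors' deposited table gives no direction for its 4912 transcripts with a false discovery rate under 0.05. Direction was set here by FPKM divided by the library's FPKM total (919917 in the hepatopancreas and 640213 in muscle). This put 1990 higher in the hepatopancreas and 2922 in muscle. The share higher in the hepatopancreas was then 40.5%, against 67.0% by the rule of size on CPM. With estimated counts in place of FPKM, the chi-square test that returned the deposited p-values turned this balance, with 69.1% higher in the hepatopancreas (56464 against 25277). It put 81741 of 95702 transcripts under 0.05, against 4912 in the authors' deposited table, and compares these 2 libraries, not the tissues. Summed per component, 929 were higher in muscle and 2492 in the hepatopancreas. The median log2 ratio of hepatopancreas to muscle over 9658 transcripts of at least 1 CPM in both libraries was 0.47. With this median set to 0, 2331 (58.3%) and 1664 were called. By the rule of size on FPKM, not divided by the FPKM totals, 2476 (60.4%) and 1621 were called, among them 2085 of the 3130 and 1072 of the 1540. Detected transcripts fell to 30761 in the hepatopancreas and 30095 in muscle at or above 1 FPKM. By FPKM, the 10 and 100 most abundant transcripts held 33.3% and 59.6% in the hepatopancreas and 41.5% and 68.1% in muscle. Transcripts of at least 1545 bases fell from 12966 to 6078 when counted as components. Depth limits values near 0.0302 and 0.0373 CPM (3 counts), and the lack of replicates limits every comparison between tissues. The gene lists, MnSR-BI, the lipid metabolism genes, the CD36 names and the removal of ribosomal and mitochondrial transcripts need gene names and were not run. No paired analysis was possible because each tissue has 1 library.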

Other observations

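The other settings for the 49.17-fold count below were chosen after the data had been seen. The most abundant transcripts differed between the 2 libraries, although 13 of the 100 most abundant were shared. Of the 100 most abundant transcripts of the hepatopancreas library, 89 were higher there by the rule of size, and of the 100 most abundant of the muscle library, 82 were higher in muscle. The 3130 transcripts higher in the hepatopancreas held 68.6% of that library's counts, and the 1540 higher in muscle held 76.8% of the muscle counts. Among them 561 and 293 differed by a log2 ratio of at least 6. In the other tissue, 1151 of the 3130 and 400 of the 1540 had no counts at all. The remaining 2418 of the 7088 transcripts with at least 10 CPM in either library did not meet the rule. There is 1 library per tissue, so these are differences between 2 libraries, without a replicate check.

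The most abundant muscle transcripts by this rule were comp20893_c0_seq1, of 1308 bases, and comp59207_c0_seq1, of 1792 bases. The first had 92782 CPM in muscle (95% Poisson interval 92716 to 92849) and 36.6 CPM in the hepatopancreas (35.4 to 37.8), a log2 ratio of hepatopancreas to muscle of -11.27. The second had 80208 CPM in muscle and 28.2 CPM in the hepatopancreas, a log2 ratio of -11.42. They held 9.28% and 8.02% of the muscle counts. The most abundant hepatopancreas transcript, of 1303 bases, had 80484 CPM there and 29793 CPM in muscle and did not meet the rule. Among those that met it, the leading transcripts of the hepatopancreas were comp57154_c0_seq1, of 668 bases, with 35586 CPM against 6.45 CPM in muscle (5.90 to 7.03), and comp58217_c0_seq1, of 2069 bases, with 32784 against 8.21 CPM (7.60 to 8.86). Their log2 ratios were 12.22 and 11.80. Both belong to the 21 abundant hepatopancreas transcripts described above, whose muscle counts were 0.00528% to 0.0219% of their hepatopancreas counts (median 0.0137%). Their low muscle values are therefore part of that pattern. The table does not name the genes behind these IDs.

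For MnSR-BI the paper gives, from qRT-PCR against β-actin, a level almost 49.17-fold greater in the hepatopancreas than in muscle. The sentence that holds this value follows one on MnFABP, while Figure 4 plots MnSR-BI. Of 9093 transcripts of at least 1545 bases with at least 1 CPM in the hepatopancreas, 2736 (30.1%) had a CPM ratio to muscle of at least 49.17, where muscle counts under 3 were set to 3. With the median ratio set to 0 there were 2351 (25.9%), and by FPKM 2708 (29.8%). The median ratio of these long transcripts was 5.30. Choosing them by their hepatopancreas level favours high ratios, while 1096 of them lay below 1.83 CPM and could not reach 49.17 even without muscle counts. Without these 1096, the 2736 were 34.2% of 7997. With at least 1 CPM in either library instead, the 2736 were 25.9% of 10557, and the median ratio was 3.19. The qRT-PCR value is relative to β-actin in each tissue, while the CPM ratios are relative to the library totals. The β-actin level in the 2 libraries is not known here, so the 2 kinds of ratio are not on one scale. Whether the same prawns were used for both is not stated. The qRT-PCR value is also for a gene, while these are single assembled sequences, and some reads were divided between similar sequences of a component. Ratios summed per component were not computed for this fold, so these shares are not at the level of genes. Which of the long transcripts is MnSR-BI is not given in the table.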
